A study of Homo sapiens with 8 samples. Its data were reported in "Merging short and stranded long reads improves transcript assembly" (2023).

How the data were processed

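RNA from HAP1 nuclei was measured in 8 libraries. The authors separated nuclei into chromatin and nucleoplasm fractions, added the same volume of ERCC standards to each fraction before extraction, and depleted ribosomal RNA. Short-read libraries of both fractions (from 3 cultures) were directional and were sequenced as single-end reads. For long reads, chromatin RNA was polyadenylated by enzyme and sequenced as direct cDNA on a MinION (2 libraries). Groups and replicate numbers came from the sample titles. The characteristics field names the chromatin fraction for the nucleoplasm libraries too, so the titles were checked against the 4 marker genes, whose directions went with the titles.

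For short reads, the authors aligned reads with hisat2 to hg38 with the ERCC sequences added. StringTie assembled transcripts per library, guided by GENCODE and the ERCC annotation. The assemblies of both fractions were merged, abundance was estimated again per library, and gene counts were taken from that coverage with StringTie's count script. The deposited values are these counts divided by DESeq2 size factors, a normalized signal per gene that is not pooled over replicates. Because the counts come from coverage, a recovered read is an estimate. For long reads, the authors aligned with minimap2 without using splice motifs for strand, assembled with StringTie in its long-read mode, merged the replicates and estimated abundance again. The deposited long-read values are TPM per transcript and sum to 1000000 in each library. Whether that table was made from reads before or after the authors assigned strands to them is not stated. TPM holds no depth. All value columns of both tables belonged to a library.

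Each nonzero short-read value was divided by the smallest value of its library. In all 6 libraries 100% of the values came out whole, which gave recovered reads and relative size factors. These depths were 42995755, 38895027 and 43804918 reads in chromatin and 75737601, 76482731 and 79523938 in nucleoplasm. Intervals and floors cover counting error only. The ERCC standards were kept out of all gene tests. Genes were tested when they had at least 10 normalized counts in at least 3 libraries and a span over 200 bases. The table gives no transcript length, so the length minimum was applied to the genomic span. This left 26066 genes.

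The main test was limma 3.58.1 (R 4.3.3) with a mean-variance trend on log2(normalized count + 1), fitted to the 6 libraries without covariates, with Benjamini-Hochberg adjustment. Fold changes are on the scale with the pseudocount, which understates the change of low genes. A gene was called when its adjusted p-value was under 0.05 and its log2 fold change was above 2 or below -2. Where all libraries of a fraction had at most 3 reads, the fold is given against a floor of 3 counts. It is called a lower bound only where all libraries of that fraction had no reads. Alternatives were edgeR 4.0.16 and DESeq2 1.42.0 on recovered reads, other pseudocounts, filters, scalings and fold minimums, limma's treat, the replicate number as a term, and each library left out in turn. The main design and these alternatives were fixed before the data were examined. DESeq2 without a filter, the fits without alternate contigs or a length minimum, the position classes and their alternatives, the class medians under the same total and the same ERCC total, part of the alternatives for the identifier comparison, the ERCC correlation per length and the correlations without log were chosen after seeing the data.

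On simulated counts for the 26066 tested genes, with 200 genes changed by 3 on the log2 scale, the limma fit called 197 of the 200 in the right direction at an adjusted p-value under 0.05, 196 of them past both thresholds, with 9 unchanged genes past both. With the replicate number as a term, 14 unchanged genes were past both. edgeR recovered 198 and DESeq2 197. On the data, edgeR called 5675 genes in chromatin and 2167 in nucleoplasm, and DESeq2 5846 and 1961. A matched share test on simulated loci reduced a difference of 25.4 percentage points, made by abundance alone, to 0.644.

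Gene names and positions used GENCODE release 44 on hg38, the build of the tables. The authors used an earlier release. Identifiers starting with ENSG were matched by their stable part. An MSTRG gene took the name of the gene on the same strand with the largest overlap of spans, at a Jaccard index of at least 0.5. Positions were assigned with bedtools 2.31.1 in the order exon on the same strand, intron on the same strand, antisense, intergenic, with alternate and unplaced contigs apart. The design had set MSTRG against ENSG identifiers as unannotated against annotated genes. Since most MSTRG genes overlapped annotated exons, that comparison is given as designed, with the position classes beside it. A class of clone-named genes was also planned, but the annotation used here gives these genes no such names and the class was empty.

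The named genes followed a rule fixed in advance. They are the 4 markers, 5 lncRNAs, and the 5 genes with the largest positive and the 5 with the largest negative log2 fold change among called genes with a symbol, a mean of at least 50 normalized counts and no overlap between fractions (10% of genes would be so separated by chance with 3 against 3). The 5 long-read transcripts with the highest mean TPM complete the list.

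Gene classes were tested with camera at a correlation of 0.01, with fry and an estimated correlation beside it. The ERCC ratio was tested with an exact permutation test on the log2 sum per library. Correlations over ERCC standards used permutation tests with 100000 resamples in scipy 1.17.1. Intervals of shares are 95% Wilson intervals. Long-read TPM was summed per reference gene and compared on log2(TPM + 0.1). Matching by abundance used 10 deciles, and intervals for differences of rho came from bootstrap samples of host genes. Tables were handled with pandas 2.3.3 and numpy 2.4.6 in Python 3.11.15, the stratified test used statsmodels 0.14.6, and plots were drawn with matplotlib 3.10.9.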

Results

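HAP1, a near-haploid human leukemia cell line, was used to compare RNA that stays bound to chromatin with RNA that is released into the nucleoplasm. Nuclei were treated with a urea and detergent buffer and centrifuged. The pellet gave the chromatin fraction and the supernatant gave the nucleoplasm fraction. ERCC standards, a set of 92 synthetic RNAs, were added to each fraction in the same volume before RNA extraction. The series holds 8 libraries in 3 groups. The short-read groups are 3 chromatin and 3 nucleoplasm libraries from 3 independent cultures, sequenced as single-end Illumina reads with strand information. The long-read group is 2 chromatin libraries sequenced as direct cDNA on a nanopore instrument. The labels of all 8 libraries name chromatin in one field, so the fractions were taken from the sample titles.

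The short-read table lists 62727 genes as counts divided by a DESeq2 size factor, of which 23288 were at 0 in every library. All nonzero values were whole multiples of the smallest value of their library, so whole read counts could be recovered. Recovered depth was 42995755, 38895027 and 43804918 reads in chromatin replicates 1 to 3. It was 75737601, 76482731 and 79523938 reads in nucleoplasm replicates 1 to 3. The long-read table lists 301869 transcripts as TPM, the abundance of a transcript relative to the sum of all transcripts of its library. Its depth in reads cannot be read from TPM, and no interval that needs it is given. In the long-read table, 97685 transcripts were above 0 in replicate 1 and 105325 in replicate 2.

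Replicates of a fraction lay close together. Across the 26066 tested genes, Pearson's r of log2(normalized count + 1) lay between 0.990 and 0.991 for the 3 chromatin pairs and was 0.991 for the 3 nucleoplasm pairs. These correlations are across genes, which are not independent replicates. The median absolute log2 difference between chromatin replicates lay between 0.11 and 0.17, and between nucleoplasm replicates between 0.08 and 0.10. The first principal component held 94.1% of the variance and separated the fractions, and the second held 1.92%. A pseudocount of 5 moved the median r of the 6 pairs most, to 0.995.

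The ERCC standards give a scale for any fold change between the fractions, because the same volume went into each. Of the 92 standards, 78 had at least 1 read in chromatin and 41 had a mean of at least 10 normalized counts. The sum of the standards was 105215 ± 14826 normalized counts in chromatin and 42096 ± 6706 in nucleoplasm (SD, n = 3 each). The median log2 ratio of chromatin to nucleoplasm over the 41 standards was 1.35, or 2.56-fold, and all 41 were higher in chromatin, with log2 ratios from 0.68 to 1.79. The difference between fractions in the log2 sum, 1.32, was larger than the SD between replicates of 0.21. An exact two-sided permutation test that took the libraries as unpaired gave p = 0.1, the smallest value that 3 against 3 libraries allow. Scaling each library to the same total moved the median log2 ratio most, to 1.81. The log2 fold changes reported here are on the authors' size factors. Dividing each library by its ERCC total moved the median of all tested genes from -0.02 to -1.33.

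The fractionation was checked on 4 marker genes fixed in advance, and for each of them all 3 libraries of a fraction were above all 3 of the other. Such a separation has a chance of 10% for 3 against 3 libraries. MALAT1 (MSTRG.5413, hg38 chromosome 11, 65497688 to 65506516) had 965711 ± 67446 normalized counts in chromatin and 113268 ± 2725 in nucleoplasm (SD, n = 3 each). Its log2 fold change was 3.09 (SE 0.08, limma adjusted p = 1.04e-08). PVT1 (MSTRG.32907, chromosome 8, 127794526 to 128187101) had 9304 ± 1372 normalized counts in chromatin and 1071 ± 57.2 in nucleoplasm, a log2 fold change of 3.11 (SE 0.10, limma adjusted p = 1.71e-08). GAPDH (MSTRG.6438, chromosome 12, 6534512 to 6538374) went the other way, with 17269 ± 2016 and 87563 ± 2180 normalized counts and a log2 fold change of -2.35 (SE 0.08, limma adjusted p = 2.73e-08). B2M (MSTRG.10517, chromosome 15, 44711487 to 44718877) had 3001 ± 341 and 12909 ± 406 normalized counts and a log2 fold change of -2.11 (SE 0.08, limma adjusted p = 3.80e-08). All 4 had an adjusted p-value under 0.05, over all genes and when adjusted over the list alone. Scaling by the ERCC total moved them most and kept their directions, with 1.77 for MALAT1, 1.78 for PVT1, -3.67 for GAPDH and -3.43 for B2M.

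**Figure D1:**
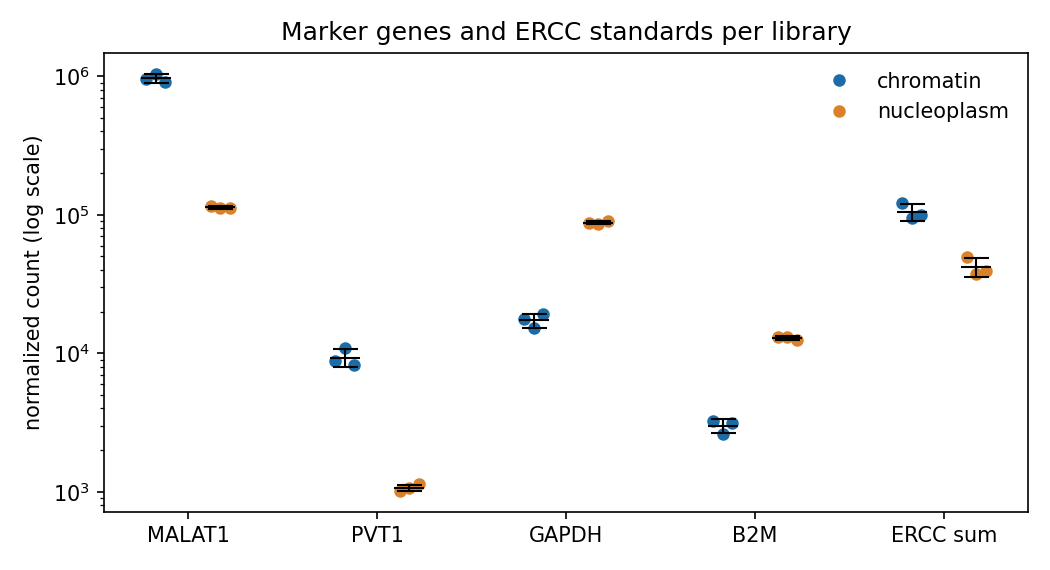
Normalized count (log axis) of the 4 marker genes and of the sum of all ERCC standards in each short-read library; points are the 3 libraries of a fraction, and black bars give mean ± SD. MALAT1, PVT1 and the ERCC sum are higher in every chromatin library, while GAPDH and B2M are higher in every nucleoplasm library.

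Chromatin-enriched RNA (cheRNA) was called at a change of more than 4-fold and an adjusted p-value under 0.05. With the limma fit on log2(normalized count + 1), 5531 of the 26066 tested genes passed both thresholds in favour of chromatin and 2208 in favour of nucleoplasm. At any fold change, 23286 genes had an adjusted p-value under 0.05, 49.4% of them higher in chromatin. A 2-fold minimum moved the chromatin count most in number of genes, to 8398, and a filter at a mean of at least 50 normalized counts moved it most by ratio, to 2957, all of them among the 5531. Scaling moved the nucleoplasm count most. With libraries set to the same ERCC total, 3107 genes were called in chromatin and 8968 in nucleoplasm, and 25.9% of the genes under the adjusted p threshold were higher in chromatin. With libraries set to the same total, the counts were 6661 and 1006, and 61.2% were higher in chromatin. Of the 3107 genes called in chromatin under ERCC scaling, 3101 were among the 5531. Count models on the recovered reads called 5675 (edgeR) and 5846 (DESeq2) genes in chromatin and 2167 and 1961 in nucleoplasm.

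**Figure D2:**
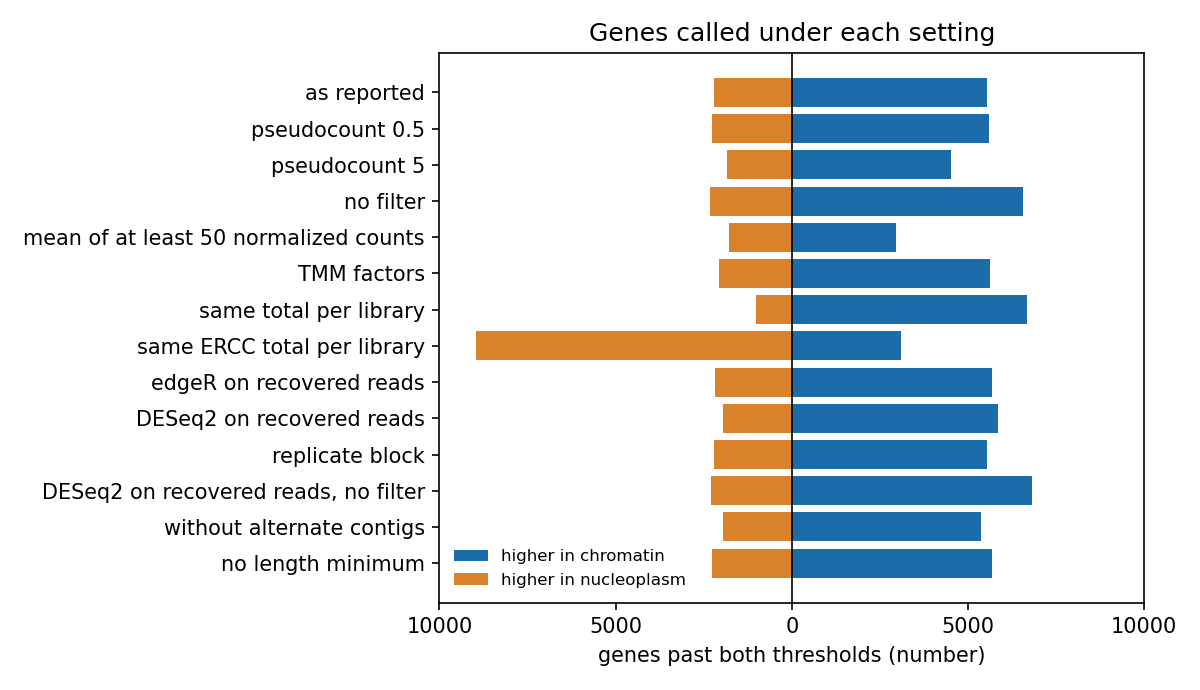
Number of genes past both thresholds (more than 4-fold, adjusted p under 0.05) under the reported setting and under alternatives that each change 1 choice; blue bars to the right are genes higher in chromatin and orange bars to the left genes higher in nucleoplasm. The reported setting gives 5531 and 2208 genes, and the same ERCC total per library gives 3107 and 8968.

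Of the 10 named genes with the largest fold changes, 8 were processed pseudogenes. Their reads were not separated from those of near-identical copies, so these values are uncertain. In chromatin, 3 of the 5 were neighbouring copies of mitochondrial sequence on chromosome X, MTND2P2, MTND1P32 and MTND5P26. MTND2P2 (MSTRG.35377, 102786813 to 102788387) had 119 ± 15.8 normalized counts in chromatin and 1.46 ± 1.83 in nucleoplasm (SD, n = 3 each), a log2 fold change of 5.87 (SE 0.49, limma adjusted p = 4.33e-06) that rests on at most 4 reads per nucleoplasm library. MTND1P32 (MSTRG.35376, 102785667 to 102786604) had at most 3 reads in each nucleoplasm library. Against a floor of 3 counts it was 51.9-fold higher in chromatin, which is not a bound, as its reads reach the floor. Its log2 fold change was 5.53 (SE 0.30), or 4.43 with ERCC scaling. MTND5P26 (MSTRG.35383, 102803041 to 102806138) had a log2 fold change of 5.32 (SE 0.39, limma adjusted p = 1.96e-06). The other two were the lncRNA genes TTLL7-IT1 (MSTRG.1422, chromosome 1, 83979118 to 83984300), with a log2 fold change of 5.21 (SE 0.19), and MIR663AHG (MSTRG.20461, chromosome 20, 26167817 to 26251546), with 5.14 (SE 0.18). MIR663AHG was the most abundant of the 5, at 7715 ± 2327 normalized counts in chromatin and 211 ± 7.46 in nucleoplasm.

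In nucleoplasm all 5 were processed pseudogenes. RPS7P15 (MSTRG.24436, chromosome 4, 4507078 to 4507803) and RPL21P1 (MSTRG.8001, chromosome 12, 122364782 to 122365632) had 0 reads in all 3 chromatin libraries. Against a floor of 3 counts they were at least 68.9-fold and at least 45.3-fold higher in nucleoplasm. SERBP1P6 (MSTRG.25999, chromosome 5, 42465400 to 42468868), with at most 3 reads per chromatin library, was 164-fold higher against that floor, which is not a bound. RPL21P28 (MSTRG.2858, chromosome 1, 212051524 to 212052006) had a log2 fold change of -7.39 (SE 0.20, limma adjusted p = 1.20e-08). RPS18P5 (MSTRG.23217, chromosome 3, 101576443 to 101576947) had -6.44 (SE 0.24, limma adjusted p = 3.12e-08), and its nucleoplasm replicates ranged from 3084 to 6512 normalized counts. Floors and intervals cover counting error only.

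Of 5 further lncRNAs chosen in advance, 4 passed the filter. All 4 had no overlap between the libraries of the fractions, and all 4 had an adjusted p-value under 0.05 over all genes and when adjusted over the list alone. NEAT1 (MSTRG.5410, chromosome 11, 65422609 to 65445540) had 53116 ± 4472 normalized counts in chromatin and 10038 ± 872 in nucleoplasm, a log2 fold change of 2.40 (SE 0.08, limma adjusted p = 2.35e-08). KCNQ1OT1 (ENSG00000269821.1, chromosome 11, 2608328 to 2699994) had 2.31 (SE 0.38, limma adjusted p = 0.000383) on at most 13 reads per library. TUG1 (MSTRG.21758, chromosome 22, 30969245 to 30979395) was listed as protein coding in the annotation. It had 0.86 (SE 0.07, limma adjusted p = 5.73e-06), and its direction changed to -0.47 with ERCC scaling. NORAD (MSTRG.20602, chromosome 20, 36045618 to 36051018) had -0.42 (SE 0.08, limma adjusted p = 0.000795), and its direction changed to 0.0389 when libraries were set to the same total. XIST (ENSG00000229807.12, chromosome X, 73820649 to 73852723) had at most 6 reads in any library and was not tested. Its nucleoplasm libraries had 1 read each. Against a floor of 3 counts it was 2.097-fold higher in chromatin on the authors' size factors.

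The study described cheRNA as largely unannotated, so genes with only an assembler identifier (MSTRG) were set against genes with a reference identifier (ENSG). Of 23454 MSTRG genes 21.4% were called in chromatin (95% Wilson interval 20.9% to 21.9%), and of 2612 ENSG genes 19.6% (18.1% to 21.1%). The difference of 1.84 percentage points had a two-sided Fisher's exact p = 0.0300 across genes, which are not independent. Its sign changed to -5.64 with a 2-fold minimum and to -1.13 with the same total per library. Without chromatin replicate 3 it was 1.51 (Fisher's exact p = 0.0741). With alternatives added after seeing the data it was 1.59 under TMM factors (p = 0.0602), 1.02 with pseudocount 0.5 (p = 0.238), 0.965 with edgeR (p = 0.261) and 0.0771 with DESeq2 (p = 0.941), all by Fisher's exact test. Other settings gave larger differences in the reported direction. Among these were 9.57 with no filter, 5.81 with genes matched in deciles of mean count, 5.10 with a mean of at least 50 normalized counts and 4.27 with the same ERCC total. Added after seeing the data were 9.34 with DESeq2 without a filter, 7.42 with pseudocount 5 and 3.34 without alternate contigs. The size of the difference depended on the setting, and its sign differed in 2 of them. The identifier did not separate annotated from unannotated genes. Outside alternate contigs, 17597 of 21184 MSTRG genes, or 83.1%, overlapped a GENCODE exon on the same strand.

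Position against the annotation separated the genes further, a comparison chosen after seeing the data. Of 20208 genes that overlapped an exon on the same strand, 14.5% were called in chromatin (95% Wilson interval 13.99% to 14.96%). Of 2214 genes inside an intron of a gene on the same strand, 82.1% were called (80.5% to 83.7%). The share was 46.4% of 920 intergenic genes (43.2% to 49.6%) and 42.5% of 454 antisense genes (38.05% to 47.1%). With ERCC scaling these shares were 26.5% and 26.4%, and that of the exon class was 6.43%. The intron class made up 1818, or 32.9%, of the 5531 genes called in chromatin. Its median log2 fold change was 3.74, or 3.62 with the 215 genes at the floor set to their fold against 3 counts. It was 2.54 with ERCC scaling, when 61.4% of the class was called. The exon class had a median of -0.16, which was -1.47 with ERCC scaling and turned to 0.30 when libraries were set to the same total. Among 12493 protein-coding genes 3.94% were called in chromatin, and among 3438 lncRNA genes 37.5%. These shares were 0.937% and 14.9% with ERCC scaling, and 6.89% and 48.9% with libraries set to the same total.

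**Figure D3:**
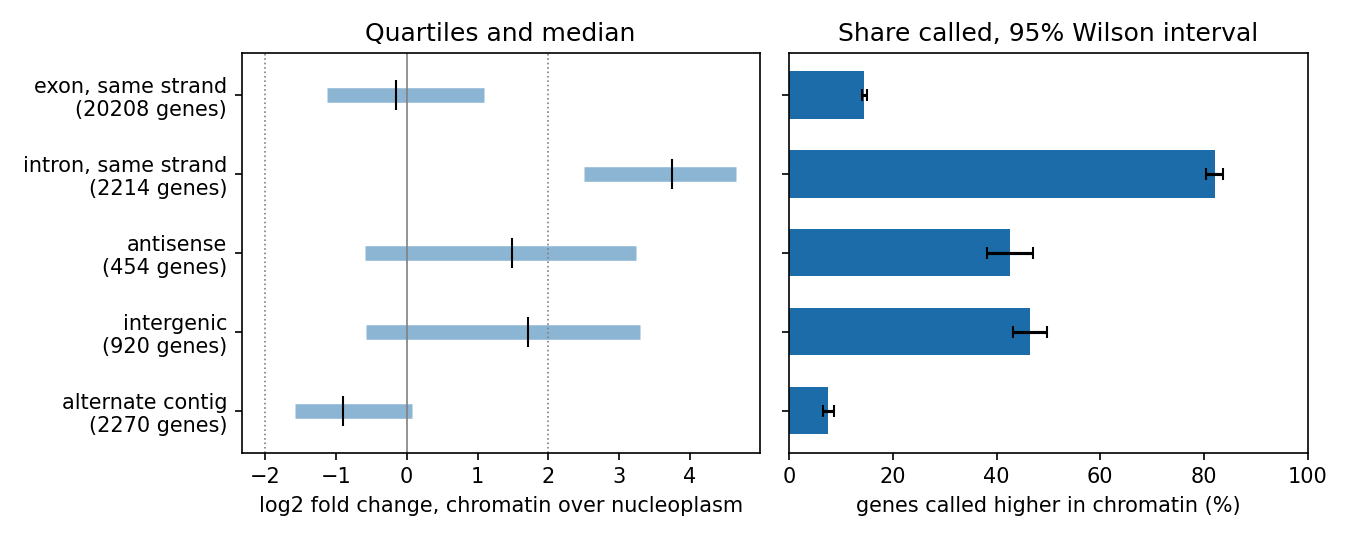
Log2 fold change of chromatin over nucleoplasm (left; bars from the first to the third quartile, black ticks at the median, dotted lines at 4-fold) and the percentage of genes called higher in chromatin (right; error bars are 95% Wilson intervals), by position of the gene against the annotation, on the authors' size factors. Genes inside introns have a median of 3.74 and a share of 82.1%; with ERCC scaling their median is 2.54, and the exon class moves from -0.16 to -1.47, or to 0.30 with libraries set to the same total.

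Gene classes fixed by symbol were tested with camera at a preset correlation of 0.01, with limma's fit and Benjamini-Hochberg adjustment over 7 classes. The median log2 fold change was -2.35 for 62 ribosomal protein genes (camera adjusted p = 6.16e-13), with 2 of the 62 above 0. It was -2.24 for 48 replication-dependent histone genes (adjusted p = 5.12e-09) and -1.55 for 11 mitochondrially encoded genes (adjusted p = 0.00191). It was 1.34 for 288 LINC genes, 248 of them above 0 (adjusted p = 5.12e-09). It was 1.12 for 565 antisense genes named -AS (adjusted p = 1.86e-07), 1.14 for 19 SNHG genes (adjusted p = 0.0253) and 0.45 for 399 ZNF genes (adjusted p = 0.000133). With ERCC scaling, chosen for the classes after seeing the data, the sign of 3 medians flipped, to -0.16 for -AS, -0.18 for SNHG and -0.86 for ZNF genes. All 7 medians stayed on their side of the median of all genes, which was -1.33 under that scaling, but the SNHG (camera adjusted p = 0.174) and ZNF (adjusted p = 0.458) calls were lost. All 7 calls held under fry, which tests a class against no shift and not against the other genes. Because 23286 of the 26066 tested genes were under the adjusted p threshold, fry is not a check of the camera calls. With an estimated correlation in camera, 2 of the 7 calls held, -AS (adjusted p = 0.0189) and ZNF (adjusted p = 0.00686).

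The long-read replicates addressed how well transcript abundance repeats between libraries. Of 125976 transcripts above 0 in at least 1 library, 77034, or 61.1%, were above 0 in both. Across these, Pearson's r of log2(TPM + 0.1) was 0.687 and Spearman's rho 0.597. Across the 66946 with a mean TPM of at least 1, r was 0.584 and rho 0.485. The alternative that moved r most was adding transcripts at 0 in 1 library, which gave 0.328. The share of transcripts above 0 in both libraries rose with abundance, from 28.3% under a mean TPM of 1 to 71.0% from 1 to 10, 92.6% from 10 to 100 and 97.2% at 100 or more. Among transcripts above 0 in both, the SD of the log2 ratio between replicates fell from 2.67 to 1.98, 1.48 and 1.17 over the same ranges. With 2 libraries no test was made.

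The 5 transcripts with the highest mean TPM were not checked for similar sequence elsewhere in the genome, so their assignment to a locus is uncertain. They were ENST00000623936.2 (ENSG00000279483, chromosome 7, 137513859 to 137514261; 2552 and 4303 TPM in replicates 1 and 2), and MSTRG.50635.1 inside an intron on chromosome 22 (35838253 to 35838699; 2487 and 4199 TPM). The others were MSTRG.82482.1 at EEF1A1P5 (chromosome 9, 133019415 to 133021946, with 2934 and 3277 TPM) and RN7SK (chromosome 6, 52995621 to 52995950, with 2452 and 2866 TPM). Also among the 5 was MSTRG.82768.3 on an unplaced contig (149395 to 156341, with 3028 and 2529 TPM). Genes on that contig were counted as rDNA in the short-read rDNA share.

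ERCC standards were used to compare quantitation by the platforms in chromatin. Of 92 standards, 78 were above 0 in short reads, 47 in long reads and 46 in both. The most abundant standard at 0 in long reads had a mean of 32.7 normalized counts in short reads. Across the 46 shared standards, Pearson's r of log2(TPM + 0.1) and log2(normalized count + 1) was 0.910 (R2 0.829) and Spearman's rho 0.857, each with a permutation p of 2e-05, the smallest that 100000 resamples can give. Without the 2 standards farthest from the median short-read count, r was 0.892. Dividing the short-read count by the length of the standard, an alternative chosen after seeing the data, gave r = 0.943 (R2 0.888), within the 95% interval of r of 0.843 to 0.9497.

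**Figure D4:**
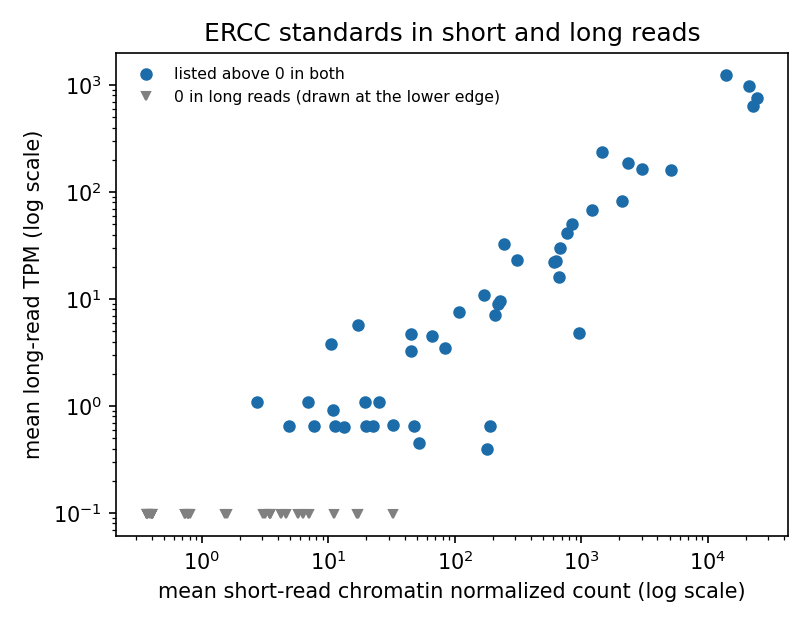
Mean long-read TPM (n = 2) against mean short-read chromatin normalized count (n = 3) of each ERCC standard, both on log axes. Blue points are the 46 standards above 0 in both tables, and grey triangles at the lower edge are standards at 0 in long reads, the most abundant of which has 32.7 normalized counts.

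The same comparison over genes used the 21610 reference genes above 0 in both tables, 69.7% of the 30988 above 0 in short reads. Pearson's r of log2(summed TPM + 0.1) and log2(normalized count + 1) was 0.671 and Spearman's rho 0.706, across genes, which are not independent replicates. Dividing the short-read count by the longest transcript length raised r to 0.720, and leaving out the log, chosen after seeing the data, lowered it to 0.176. The tables were normalized separately, so no level was set across them.

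The last comparison asked whether genes called from short reads were represented in the long-read assembly. Of the 5531 genes called in chromatin, 4748, or 85.8% (95% Wilson interval 84.9% to 86.7%), had a long-read transcript above 0 in at least 1 library. Tested genes not called in chromatin, matched in deciles of mean chromatin count, reached 82.2%, which is 3.61 percentage points lower. Without matching, they reached 86.0%, slightly above the genes called in chromatin. Among the genes called in chromatin, 79.6% of 2556 with a reference gene were seen by name, and 91.2% of 2975 others by overlap of position. An overlap counted the whole span of a long-read transcript on either strand, introns included. Matching was on count alone and not on these rules, so the 3.61 percentage points may partly reflect the rule. Scoring all genes by position on the same strand, chosen after seeing the data, gave a difference of 4.87 percentage points. The alternative that moved the share most was a TPM of at least 1, which gave 69.4%. Genes that were seen had a median of 142 normalized counts in chromatin and genes that were not had 35.2.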

Values the study reported

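The study reported 6,746 cheRNA genes in HAP1 cells. It detected 78 of the 92 ERCC transcripts in the HAP1 short-read data and 51 in the long-read data. It described the ERCC standards as present at equivalent levels in chromatin and nucleoplasm. For HAP1, it gave an R2 of 0.83 between long-read replicates at medium and high abundance, and an R2 of 0.88 between platforms over the ERCC standards. More than 75% of the cheRNA genes had an overlapping gene in the long-read assembly.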

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

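The alternatives marked below as chosen after seeing the data were added only after the result was seen. The counts of called genes depended most on the scaling, the filter and the fold minimum. The number called in chromatin fell to 2957 with a mean of at least 50 normalized counts, where 19118 genes were tested, and to 3107 with the same ERCC total per library. It rose to 8398 with a 2-fold minimum. The number called in nucleoplasm was 1006 with the same total per library, 8968 with the same ERCC total, 1189 when limma's treat tested against a 4-fold change, and 7006 with a 2-fold minimum. The share of genes under the adjusted p threshold that were higher in chromatin was 49.4% as reported, 61.2% with the same total and 25.9% with the same ERCC total. For the scalings, the cause lies in the shift of all tested genes, as the median moved from -0.02 to 0.44 and -1.33. The other 18 chromatin and 17 nucleoplasm alternatives stayed within 1.5 times the reported counts, and so did all 19 for genes at any fold change. Leaving out each library gave 5410 to 5574 genes in chromatin and 1998 to 2359 in nucleoplasm. DESeq2 without a filter, chosen after seeing the data, called 6805 and 2301 genes.

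With a replicate block, 5540 genes were called in chromatin, the 5531 reported ones among them, and 2218 in nucleoplasm. It changed no direction or side of the adjusted p threshold among the markers, the other named genes and the gene classes. The deviations of same-numbered libraries correlated at 0.0871, 0.0533 and 0.0626, each under 0.1. The other pairings lay lower, between -0.0754 and 0.0128. The log2 ERCC sum was 16.90, 16.53 and 16.59 in chromatin replicates 1 to 3 and 15.60, 15.19 and 15.25 in nucleoplasm. The order by number was thus the same in both fractions, and the rDNA share was highest in replicate 1 of both. These values go with a link between same-numbered libraries. The labels name 3 cultures, and the paper describes libraries of both fractions from them, so the fractions share cultures. Neither says that a replicate number marks a culture. Whether same-numbered libraries shared a culture was therefore neither shown nor excluded. The main fit and the ERCC test took the libraries as unpaired.

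The 4 markers kept direction and significance in all 16 alternatives each. Over 14 other named genes, 221 of 223 alternatives kept direction and significance. The exceptions were TUG1 at -0.47 with the same ERCC total and NORAD at 0.0389 with the same total. The ERCC log2 ratio was 1.81 with the same total, by the construction of that scaling, and 1.24 to 1.499 across the 6 fits that each left out 1 library.

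The MSTRG against ENSG difference, 1.84 percentage points, was -1.13 with the same total and -5.64 with a 2-fold minimum. With alternatives chosen after seeing the data it was 1.02 with pseudocount 0.5, 1.59 with TMM factors, 0.965 with edgeR and 0.0771 with DESeq2, none of them past the threshold. The cause was not tested. It lay between 1.51 and 2.18 when each library was left out, and was not past the threshold without chromatin replicate 3, at 1.51. The other 15 alternatives kept direction and threshold. Among them were larger differences of 9.57 with no filter, 5.81 with matched deciles, 5.10 with a mean of at least 50 and 4.27 with the same ERCC total. Chosen after seeing the data were 9.34 with DESeq2 without a filter, 7.42 with pseudocount 5 and 3.34 without alternate contigs. A comparison by position, chosen after seeing the data, gave 53.5 percentage points.

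The share of intron genes among those called in chromatin, also chosen after seeing the data, was 32.9%. It was 37.3% with pseudocount 5, 28.3% with no filter, 41.3% with a mean of at least 50, 28.8% with the same total, 43.8% with the same ERCC total, 23.7% with a 2-fold minimum and 27.6% for DESeq2 with no filter. With genes at least 1000 bases from an exon alone it was 20.7%, because it counts 1299 of the 2214 intron genes. The cause of the other changes was not tested. Leaving out each library gave 32.6% to 33.4%.

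With the correlation estimated, camera gave an adjusted p-value of 0.321 for ribosomal protein and mitochondrially encoded genes, 0.0502 for LINC, 0.453 for SNHG and 0.285 for histone genes. With the same ERCC total, chosen after seeing the data, the medians were -0.16 for -AS, -0.18 for SNHG and -0.86 for ZNF genes, as that scaling shifts all genes. The SNHG and ZNF calls were also lost there (adjusted p = 0.174 and 0.458). Over the 13 alternatives other than the estimated correlation, the adjusted p-values of the 7 classes ranged from 4.38e-21 to 0.458, and 2 of them were not under 0.05. These alternatives include fry, which does not set a class against the other genes.

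The median r of short-read replicate pairs was 0.995 with pseudocount 5 and 0.987 over all genes. The r of long-read replicates was 0.667 and 0.759 with pseudocounts 0.01 and 1, 0.328 with transcripts above 0 in at least 1 library, and 0.907 without log, chosen after seeing the data. At a mean TPM of at least 10 it was 0.651. Between platforms, r was 0.654 with pseudocount 1, 0.621 with the highest transcript per gene, 0.572 for a mean of at least 50, 0.720 with length, 0.605 and 0.611 with replicate 1 or 2 alone, and 0.176 without log, chosen after seeing the data. The cause was not tested. Of the transcripts under a mean TPM of 1, 28.3% were above 0 in both libraries.

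The share of chromatin genes seen in long reads was 83.3% and 69.4% at a TPM of at least 0.1 and 1, 70.2% in both libraries, 77.5% and 80.4% with replicate 1 or 2 alone, and 87.4% by position on the same strand, chosen after seeing the data. The stricter minimums and fewer libraries lower it by construction.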

Other observations

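Several tests in this part were chosen only after the result was seen: those on the size factors, the ribosomal protein pseudogenes (both tests), the rDNA share, the repeated TPM values, the ERCC minus strand, the antisense transcripts within introns, those that cross exons and the splits of the samples. No biological explanation was tested for any pattern beyond the fractions themselves.

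Of the 10 splits of the 6 short-read libraries into groups of 3, 1 gave as many genes past both thresholds, the real one. The other 9 gave 0 genes at an adjusted p-value under 0.05 at any fold change, and 6 to 20 genes at an unadjusted p-value under 0.05. Each of these 9 mixed the fractions, which raises the spread within its groups and lowers its count, and 10 splits cannot give a share under 0.1. This count therefore says little about chance.

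Genes inside introns were called in chromatin far more often than genes with exons. Low abundance and short span are argued against. With exon genes reweighted to the mean counts of the intron genes, the difference was still 61.7 percentage points (82.1% against 20.4%). With spans reweighted it was 58.9 percentage points. A candidate explanation is unspliced transcript of the host gene that was assembled as separate genes. Across 2068 intron genes with 1 tested host, the chromatin density followed that of the host (rho 0.200) more closely than that of the nearest other gene on the same strand (rho 0.0219). The difference was 0.178 (95% bootstrap interval 0.113 to 0.242), which is what that explanation predicts, though the relation is weak. For 1031 of these loci the host itself was lower in chromatin, and the median log2 fold change of those loci was still 3.73, of which 856 were above 2. Of 1299 intron genes at least 1000 bases from an exon, 88.3% were called. RNA made independently inside the intron stays open, as both would give a relation with the host.

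Intergenic genes called in chromatin were examined for transcription that continues past an annotated gene. Of 427 called genes 57.6% lay within 10 kb downstream of a gene on the same strand, and of 493 others 63.1%. The difference was -5.47 percentage points, opposite in sign to what the explanation predicts. The 95% Wilson intervals overlapped (52.9% to 62.2% and 58.7% to 67.2%). Within 10 kb upstream of a gene lay 27.6% of called genes and 28.6% of others, so both groups lay downstream more often. An excess among called genes was therefore not shown. The comparison cannot decide whether the explanation holds within either group.

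The ERCC standards were higher in chromatin, although the same volume was added to each fraction. This is unlike the equivalent levels quoted from the study above. The size factors are argued against, because the ERCC share of recovered reads, which uses none, was 0.202% to 0.244% in chromatin and 0.0568% to 0.0749% in nucleoplasm, so the lowest chromatin share was 2.70 times the highest nucleoplasm share. A few abundant RNAs in nucleoplasm are argued against too. RN7SL took 10.7% to 11.96% of nucleoplasm reads and 0.498% to 0.624% of chromatin reads, but without RN7SL, rDNA and the 100 most abundant genes the same ratio was 2.36. Loss by length is argued against, since the log2 ratio did not follow the length of the 41 standards (rho -0.0949, permutation p = 0.552). More RNA per spike-in volume in the nucleoplasm fraction may give the uniform log2 ratio of 1.35. It cannot be told apart from unequal recovery, because the tables hold no RNA yield. If it holds, the fold changes on the authors' size factors describe the composition of each fraction and not amounts per nucleus.

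Ribosomal protein pseudogenes were lower in chromatin as a class, with 340 of 485 called in nucleoplasm and 60 in chromatin. Their median log2 fold change was -2.57 (-2.56 with the 60 genes at the floor set to their fold against 3 counts). That of the 62 ribosomal protein genes was -2.35. The pseudogene median was -2.14 with the same total and -3.82 with the same ERCC total. The difference of -0.22 (permutation p = 0.0636) is consistent with reads shared with parent genes in a fixed proportion, for the median of the class alone. For the 60 pseudogenes called in chromatin (12.4%), shared reads are argued against as the whole source, as 0 of the 62 parent genes were called in chromatin and 2 of them had a log2 fold change above 0. The 7 pseudogenes below -4, under the lowest parent gene at -3.47, stay open.

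The share of reads in rDNA was higher in chromatin replicate 1 (7.89%) than in replicates 2 and 3 (2.505% and 2.51%). Nucleoplasm replicate 1 had 3.09% against 1.88% and 1.99%. A shift of the chromatin comparison by this library is argued against, as 5536 genes were called in chromatin without it. What raised the share was not tested.

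The most common TPM in long-read replicate 1 was 2.195786, at 2782 transcripts, and in replicate 2 it was 1.317086, at 1051 transcripts. In replicate 1, 207 transcripts lay at 2 times that value, 42 at 3 times and 16 at 4 times, against 13, 2 and 2 at 1.5, 2.5 and 3.5 times. Replicate 2 had 212, 63 and 26 against 13, 3 and 2. Coverage by whole reads may give such steps for the transcripts at these values. They are a small part of the 97685 and 105325 transcripts above 0, and 38.5% and 34.0% of transcripts lay below the most common value, so it is not the smallest step of the table.

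Antisense transcripts with no annotated gene on their own strand held 22.3% ± 1.15 of the long-read TPM (SD, n = 2). Antisense RNA that short reads missed for lack of depth is argued against. In the short-read chromatin libraries, antisense genes held 0.280% ± 0.0254 of recovered reads (SD, n = 3). A single rate of wrong-strand assembly is argued against as well, since the minus strand, which the standards do not have, held 0.921% of ERCC TPM. For the transcripts within introns, a candidate explanation is assembly of reads on either strand where no exon guides it. Long reads had 0.674 such antisense transcripts per intron transcript on the same strand (13245 against 19644), and stranded short reads 0.133 (295 against 2214). These transcripts held 3.38% of TPM. The abundance of antisense transcripts followed that of the gene on the other strand slightly more closely (rho 0.266) than intron transcripts followed their host (rho 0.223). That difference was 0.0433 (95% bootstrap interval 0.0186 to 0.0674). This relation over all antisense transcripts had been set as a test of wrong-strand assembly before its result was seen, and came out as that explanation predicts. It came from the larger part, 18.9% of TPM, which crossed an exon of the gene on the other strand. There rho was 0.307, higher than for intron transcripts by 0.0849 (0.0559 to 0.114). For the antisense transcripts within introns rho was 0.173 (difference -0.0498, -0.0786 to -0.0229), so other sources stay open for them. The paper states that direct cDNA long reads lack their strand of origin, and gives this as the cause of transcripts assembled opposite to the reference. Whether this holds for the TPM used here is open, as the stage of strand assignment is not stated. For the part that crossed exons, a candidate explanation is wrong-strand assembly at a rate that differs between transcripts. The relation is weak, and antisense RNA that varies with the gene on the other strand would give it too. A count of stranded short reads over all antisense transcripts cannot decide between these explanations. Of these transcripts, 1.82% had at least 10 recovered short reads on their own strand and 97.6% on the other. For intron transcripts the shares were 95.4% and 11.5%. By definition the antisense class has an annotated gene on the other strand alone, and the intron class has its host on its own strand. This largely fixes the contrast, so no conclusion is drawn from it. What would make the rate of wrong-strand assembly differ was not tested.

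The squared correlation of log2 TPM between the long-read replicates at a mean TPM of at least 1 was 0.341. That is lower than the value quoted from the study above. Without log it was 0.823 over all transcripts above 0 in both libraries.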
